A study of Mus musculus with 92 samples.

How the data were processed

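RNA was measured by poly(A)-selected, strand-specific sequencing in mouse intestinal crypts and villi, small intestinal organoids and fetal intestinal spheroids. Rosa26-CreER mice were sampled on day 9 and Vil1-CreER mice at month 3, after 4 daily injections of tamoxifen at 100 mg/kg. The first organoid set received 0.5 µM 4-OHT for 24 h or DMSO and was collected on day 6, and the A-485 organoids were treated for 4 days. Per the labels, the authors deposited raw counts per gene in 4 tables, with 1 column per library and no normalization, and the values were whole numbers. The aligner, the counting program, the genome build and the annotation are not stated. The coordinates in the tables were compared with GENCODE vM21 (GRCm38): 54409 of the 54532 gene identifiers were in it, 98.8% with the same start and 98.7% with the same end. Whether reads were counted by strand is not stated, so counts of genes that overlap on opposite strands are uncertain, as are counts of paralogs and pseudogenes. Organoid libraries grown in a further medium (WENR) that the series text names are not used here. All 92 libraries with a column were used and none was left out.

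Groups, comparisons, tests, gene lists and alternatives were fixed before the data were examined, except where a choice is said to have been made later. Each of 15 comparisons was fitted in edgeR 4.0.16 under R 4.3.3, with filterByExpr by group, TMM scaling, robust quasi-likelihood dispersions, the quasi-likelihood F-test and Benjamini-Hochberg adjustment over the tested genes. Tissue comparisons and the first organoid set were fitted on their 2 groups. The A-485 series, the second organoid set and the spheroids were each fitted with all their groups. In 3 further tests the effect of genotype was compared between villi and crypts for each driver, and the effect of 4-OHT between flox/flox and flox/+ spheroids, as an interaction. A gene was called at an adjusted p under 0.05. Fold changes are log2 values. Their standard error (SE) was derived from the test, as the size of the fold change over the square root of its F value. It was not estimated separately. Levels are CPM, edgeR's depth-scaled counts, after TMM scaling over all groups of a set, crypts together with villi, so they differ from CPM of the library total. Levels of Ddx3y are CPM of the library total.

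Genes named in the text are Eif4g2 and, in each comparison, the 2 largest rises and 2 largest falls among called genes with a mean log2 CPM of at least 3, no overlap between the groups, and a symbol that is not that of a predicted gene. To these come fixed markers, among them Lgr5, Olfm4, Lyz1, Muc2, Chga, Alpi, Ly6a, Clu, Mki67, Cdkn1a, Ep300, Crebbp and Kmt2d, of which the text gives a selection made after their values were seen. Some genes that these rules name are left out of the text, so a comparison may show fewer than 2 rises or 2 falls. Where all libraries of a group had 0 reads, a fold change is a bound computed against 3 reads.

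The 10 lists of 221 genes cover stem, fetal-like (the primary lists), Paneth, goblet, enteroendocrine, enterocyte, proliferation, histone-modifier, p53-target and ATF4-target genes. They were tested in 9 comparisons with camera in limma 3.58.1 at a preset correlation of 0.01, two-sided, adjusted over the 90 tests, and again with an estimated correlation and with fry. Signatures held up to 200 genes per direction with the smallest p among called genes with a log2 fold change beyond 1, and were adjusted over 26 tests. Immune, stromal, pan-epithelial and sterol synthesis lists served as checks in the tissue comparisons. Mitochondrial shares were compared with exact two-sided permutation tests. Outlying libraries were looked for with Dixon's ratio in groups of 4 or more.

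The alternatives were DESeq2 size factors, the DESeq2 1.42.0 Wald test, no filter beyond 1 read, a replicate block, other sets of libraries in the fit, a covariate for the series of animal numbers, and leaving out each library in turn. A covariate for Y-linked transcripts in the tissue comparisons was added after the data were seen. The labels give spheroid and A-485 libraries by line and tissue libraries by animal. Replicate numbers were taken to pair libraries of different groups where the labels give the same line, or where the residuals of every same-numbered pair correlated above 0.1. Same-numbered pairs had correlations from 0.131 to 0.614 in Rosa26-CreER crypts, from 0.418 to 0.555 in the first organoid set, from 0.373 to 0.828 in flox/flox and from 0.609 to 0.916 in flox/+ spheroids. In A-485 the lines are the same although the correlations ran down to -0.0341. In Rosa26-CreER villi, Vil1-CreER tissue, the second organoid set and between spheroid genotypes the numbers did not pair. Names of spheroid lines share prefixes, of which S9484 occurred only in flox/flox and S9612 only in flox/+ cultures. No fit used these prefixes, so differences between them were not separated from genotype. Library pairs within groups were also checked for duplicated columns, and the smallest chi-square per degree of freedom between 2 libraries, over genes with 20 or more reads, was 6.26 over 164 pairs.

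Each fit was tested on simulated data, negative binomial counts with the real genes' means and dispersions and the real library sizes, with 200 genes changed by a log2 value of 1. The share of tested changed genes that was recovered was 34.4% in Rosa26-CreER crypts, 56.1% in Rosa26-CreER villi, 48.5% in Vil1-CreER crypts, 53.6% in Vil1-CreER villi and 62.1% in the first organoid set. It was 54.1%, 58.1% and 58.4% at 3, 5 and 10 µM A-485, and 74%, 76.9% and 77.4% in the second organoid set for flox/flox against flox/+, flox/flox against CreER-only and flox/+ against CreER-only. In spheroids it was 32% for flox/flox and 27.4% for flox/+ with 4-OHT against DMSO, 26.4% between genotypes with 4-OHT and 29.1% with DMSO. For the interactions it was 23.7% (Rosa26), 17.2% (Vil1) and 4% (spheroids). False calls made up at most 11.9% of calls, in Vil1-CreER villi, above the nominal 5% that an adjusted p of 0.05 stands for. The simulated libraries were drawn independently, without effects shared by a line or an animal. These shares therefore do not describe unpaired fits of libraries that share lines, as in spheroids with 4-OHT against DMSO. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.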

Results

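The data were RNA-seq read counts of 92 mouse libraries in 21 groups. They came from intestinal crypts and villi, small intestinal organoids and fetal intestinal spheroids, in which exons of Eif4g2 flanked by loxP sites (floxed) were deleted by the tamoxifen-dependent recombinase CreER, and from organoids treated with A-485, an inhibitor of the histone acetyltransferases p300 and CBP. Rosa26-CreER mice gave 4 homozygous and 5 heterozygous crypt libraries and 5 homozygous and 5 heterozygous villus libraries on day 9. Vil1-CreER mice gave 3 homozygous and 4 heterozygous crypt libraries and 6 homozygous and 4 heterozygous villus libraries at month 3. A first set of flox/flox organoids had 3 libraries with DMSO and 3 with 4-hydroxytamoxifen (4-OHT), which activates CreER. A second set, all with 4-OHT, had 4 flox/flox, 4 flox/+ and 4 CreER-only (wild-type Eif4g2) libraries. Fetal spheroids gave 6 flox/flox and 5 flox/+ libraries with DMSO and as many of each with 4-OHT. The inhibitor series had 4 organoid lines, each with DMSO and with 3, 5 and 10 µM A-485.

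Totals ran from 8652040 to 37611126 counts per library. In tissue they ran from 22458821 to 37611126, in the first organoid set from 23294520 to 32352542, in the second set from 14790237 to 24736323, in spheroids from 15013890 to 30878778, and in the A-485 series from 8652040 to 16436145. The 10 most abundant genes took from 4.758% to 40.15% of a library, the highest shares being in Vil1-CreER crypts. Mitochondrial genes took 18.9% ± 5.03 (SD, n = 4) of counts in homozygous and 8.55% ± 2.49 (SD, n = 5) in heterozygous Rosa26-CreER crypts, with an exact two-sided permutation p of 0.00794 and a Benjamini-Hochberg adjusted value of 0.0317 over the 4 tissue comparisons. In Vil1-CreER crypts the means were 35.7% and 23.3% (exact permutation p 0.0857, adjusted 0.171). The exact permutation p was 0.294 in Rosa26-CreER villi and 0.305 in Vil1-CreER villi (adjusted 0.305 for both). Ddx3y, a Y-linked gene, had from 13.59 to 29.76 CPM (counts scaled to the library total) in the 10 heterozygous Rosa26-CreER libraries and 0 CPM in 3 of the 4 homozygous crypt and 3 of the 5 homozygous villus libraries. Sex and genotype therefore overlapped in the Rosa26-CreER mice. The heterozygous and the homozygous groups of the Vil1-CreER mice each held 1 animal with Ddx3y counts.

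Eif4g2 (ENSMUSG00000005610; chromosome 7, 111067750 to 111083030, minus strand, in GRCm38) was first read in every library, since its level checks the genotype labels. Its levels are CPM after TMM scaling over all groups of a set, crypts together with villi. Homozygous Rosa26-CreER crypts had 85.8 ± 13.9 CPM (SD, n = 4) and heterozygous crypts 350 ± 7.6 CPM (SD, n = 5). The villi of these mice had 54.6 ± 6.18 CPM (SD, n = 5) against 343 ± 26.7 CPM (SD, n = 5). Homozygous Vil1-CreER crypts had 237 ± 5.2 CPM (SD, n = 3) against 471 ± 23.7 CPM (SD, n = 4), and villi 152 ± 18.2 CPM (SD, n = 6) against 390 ± 56.8 CPM (SD, n = 4). In the first organoid set the gene had 145 ± 2.08 CPM with 4-OHT and 751 ± 44.5 CPM with DMSO (SD, n = 3 each). In the second set it had 244 ± 25 CPM in flox/flox, 812 ± 19.3 CPM in flox/+ and 1300 ± 36.2 CPM in CreER-only organoids (SD, n = 4 each). Flox/flox spheroids had 124 ± 50.3 CPM with 4-OHT and 878 ± 173 CPM with DMSO (SD, n = 6 each). Flox/+ spheroids had 506 ± 119 and 888 ± 231 CPM (SD, n = 5 each). No library of a group with deletion of both copies overlapped its control group, so no label was contradicted.

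The log2 fold changes of Eif4g2 in edgeR's quasi-likelihood test were -1.98 in Rosa26-CreER crypts (adjusted p 7.74e-05), -2.70 in Rosa26-CreER villi (9.14e-08), -0.99 in Vil1-CreER crypts (0.000127) and -1.37 in Vil1-CreER villi (2.38e-06). By the same edgeR test they were -2.37 in the first organoid set (adjusted p 6.14e-05), -1.73 in flox/flox against flox/+ (3.86e-10) and -2.41 in flox/flox against CreER-only organoids (5.67e-12). Between flox/+ and CreER-only organoids the value was -0.68 (edgeR adjusted p 0.000415). In spheroids it was -2.82 in flox/flox with 4-OHT against DMSO (edgeR adjusted p 4.46e-07), -2.02 in flox/flox against flox/+ with 4-OHT (3.15e-05) and -0.02 in flox/flox against flox/+ with DMSO (0.993). In flox/+ spheroids with 4-OHT against DMSO it was -0.81 (edgeR adjusted p 1), and -0.80 with an adjusted p of 0.0159 when the 5 lines were fitted as a block in these 10 libraries alone. Under A-485 the changes were 0.16, 0.03 and 0.20 at 3, 5 and 10 µM (edgeR adjusted p 0.417, 0.86 and 0.181). The value at 5 µM was -0.05 without replicate 4 of that dose, and the value between spheroid genotypes with DMSO was 0.10 without flox/+ replicate 4.

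**Figure D1:**
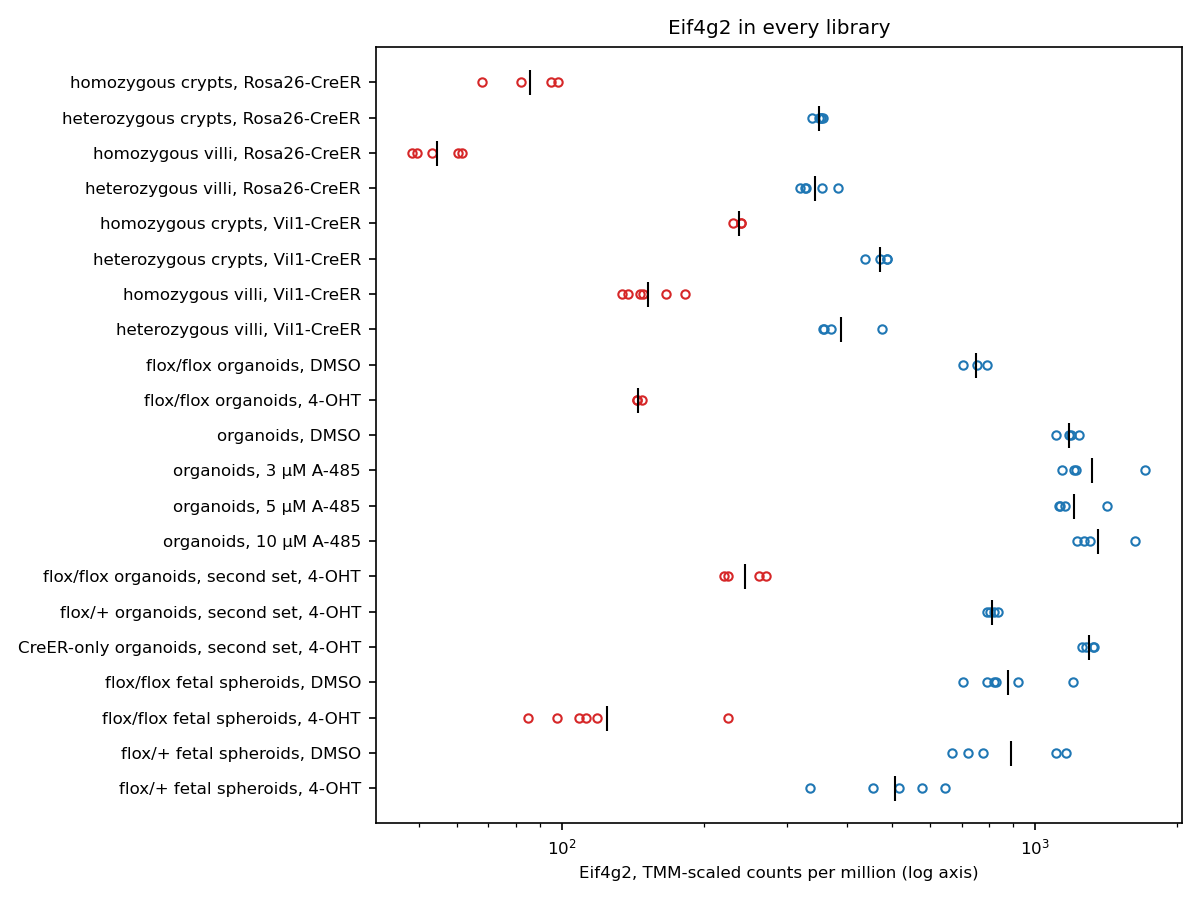
Eif4g2 in every library, in TMM-scaled CPM on a log axis; each circle is a library, red where both copies were to be deleted, and the bar is the group mean. Homozygous Rosa26-CreER crypts lie between 67.9 and 98.3 CPM and heterozygous crypts between 337 and 357 CPM.

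The tissue comparisons addressed what loss of Eif4g2 changes in crypts, which hold the stem and Paneth cells, and in villi. In Rosa26-CreER crypts 3198 of 15846 tested genes had an edgeR adjusted p under 0.05, 1367 higher and 1831 lower in homozygous mice. Leaving out single libraries gave from 1937 genes (without heterozygous replicate 5) to 4732 (without homozygous replicate 5). Without heterozygous replicate 2, heterozygous replicate 3 or homozygous replicate 4 it was 2010, 2086 and 2027. The largest rises among the genes that met the naming rule were S100a6 (log2 fold change 3.19 ± 0.57 SE, edgeR adjusted p 0.00573) and Vstm2l (2.83 ± 0.23, 0.000193). The largest falls were Ceacam10 (-4.43 ± 0.27, edgeR adjusted p 9.11e-05) and Olfm4 (-4.09 ± 0.56, 0.00178), a stem cell marker. Lgr5, also a stem cell marker, had a log2 fold change of -3.23 ± 0.42 (edgeR adjusted p 0.00133). The Paneth cell marker Lyz1 changed by -1.88 ± 0.39 (edgeR adjusted p 0.011) and the enteroendocrine marker Chga by -2.39 ± 0.35 (0.00241). Ly6a and Clu, markers of fetal-like epithelium, were each at 1.32, with edgeR adjusted p of 0.277 and 0.335. Mki67 was at -0.71 (edgeR adjusted p 0.0221) and at -0.70 with the replicate numbers as a block (0.066). Its edgeR adjusted p was above 0.05 when any of 5 single libraries was left out, at most 0.0604 without homozygous replicate 4.

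In Rosa26-CreER villi 4504 of 13579 genes passed the threshold in edgeR, 2031 higher and 2473 lower. With the presence of Y-linked transcripts as a covariate, a choice made after the data were seen, the count was 2967. The animals fell into 2 series by their numbers in the labels, and with the series as a covariate the counts were 3241 in crypts and 4542 in villi. The named rise was Scd1 (log2 fold change 4.63 ± 0.53 SE, edgeR adjusted p 0.000244), and the named falls were Paqr9 (-5.50 ± 0.37, 7.99e-06) and Dao (-5.32 ± 0.30, 1.99e-06). Chga changed by -1.55 ± 0.41 (edgeR adjusted p 0.016) and Lgr5 was at -0.54 (0.518). Olfm4 was at -1.54 (edgeR adjusted p 0.0485), and its adjusted p was above 0.05 when any of 8 single libraries was left out, at most 0.112 without heterozygous replicate 3.

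In Vil1-CreER crypts 4960 of 16954 genes passed in edgeR, 1964 higher and 2996 lower, and 3223 passed without homozygous replicate 1. The named rises were S100a6 (log2 fold change 5.99 ± 0.21 SE, edgeR adjusted p 1.17e-05) and Mboat1 (4.32 ± 0.32, 0.000269). The named falls were Mptx2 (-6.90 ± 0.83, edgeR adjusted p 0.00233) and Ceacam10 (-6.24 ± 0.56, 0.000635). Mptx2 is close in sequence to Mptx1, so its level is uncertain. Lgr5 changed by -4.15 ± 0.32 (edgeR adjusted p 0.000245), Olfm4 by -4.32 ± 0.43 (0.000598), Lyz1 by -2.45 ± 0.43 (0.00606) and Chga by -2.95 ± 0.12 (1.17e-05). Cdkn1a rose by 1.36 ± 0.19 (edgeR adjusted p 0.00214). Clu was at 1.73 (edgeR adjusted p 0.194) and Ly6a at 1.07 (0.236), with 1.79 and an adjusted p of 0.00891 for Ly6a without heterozygous replicate 2. Vil1-CreER villi had 6422 of 15107 genes past the edgeR threshold, 3155 higher and 3267 lower. The named rise was Ces2b (log2 fold change 4.82 ± 0.51 SE, edgeR adjusted p 4.16e-05), which has close paralogs and is uncertain. Slc30a2 (-5.58 ± 0.33, edgeR adjusted p 2.06e-07) and Ubd (-5.56 ± 1.05, 0.00256) were the named falls. Lgr5 was at -2.21, Olfm4 at -1.54, Lyz1 at -1.42 and Chga at -1.89 (edgeR adjusted p 0.00732, 0.0902, 0.0419 and 3.01e-06).

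The drivers were also compared with each other. Of 15150 genes tested in both crypt comparisons, 1972 were called in both, against 984 by chance, and 1958 of them (99.3%) changed in the same direction. In villi 3044 of 13156 were called in both, against 1956 by chance, and 2996 (98.4%) changed in the same direction.

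**Figure D2:**
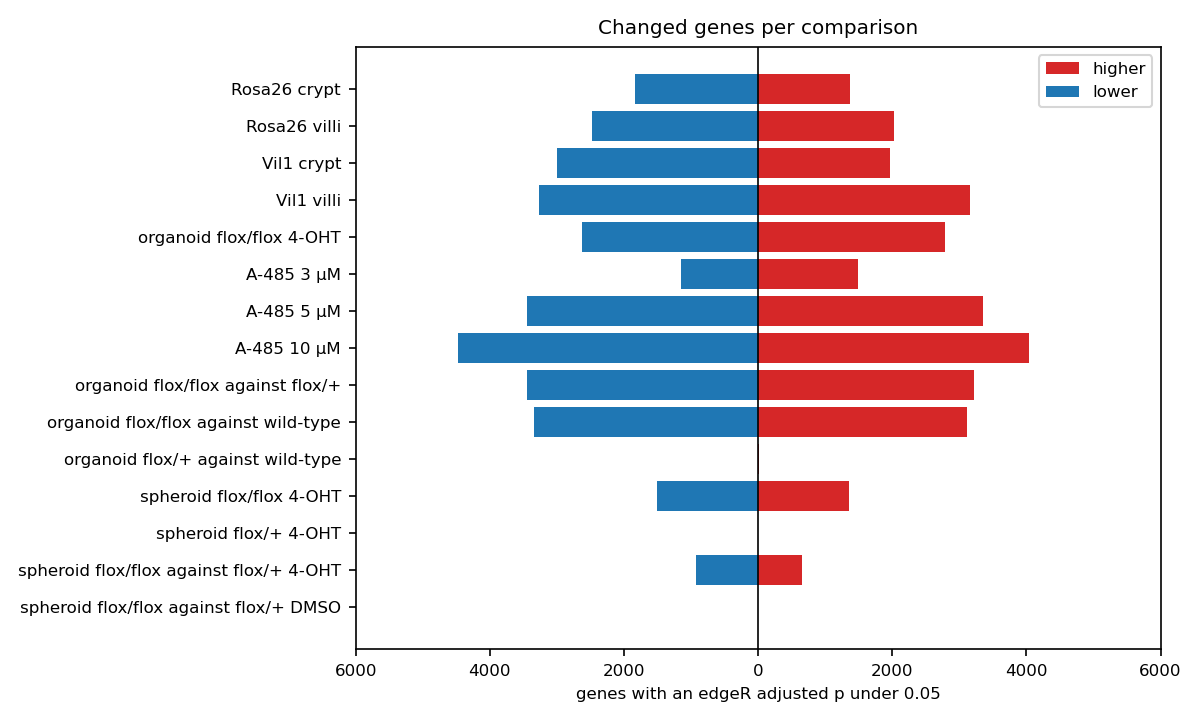
Genes with an edgeR adjusted p under 0.05 in each of the 15 comparisons; bars to the right are genes higher and bars to the left genes lower in the first-named or treated group. The counts run from 0 in 2 spheroid comparisons to 8512 at 10 µM A-485.

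The first organoid set asked which genes change when Eif4g2 is deleted in culture. In flox/flox organoids 5422 of 15297 genes passed in edgeR, 2789 higher and 2633 lower with 4-OHT, and 3079 passed when the A-485 libraries of the same table entered the fit. Cav1 (log2 fold change 5.69 ± 0.69 SE, edgeR adjusted p 0.00133) and Slc4a11 (3.43 ± 0.20, 0.000203) were the named rises. Defa17 (-4.73 ± 0.72, edgeR adjusted p 0.00286), one of a family of near-identical defensin genes and therefore uncertain, and Prlr (-4.60 ± 0.36, 0.000384) were the named falls. Lgr5 changed by -2.57 ± 0.34 (edgeR adjusted p 0.00169), Olfm4 by -4.32 ± 0.35 (0.000414), Lyz1 by -2.30 ± 0.19 (0.000423) and Chga by -2.52 ± 0.34 (0.00191). Of the fetal-like markers, Ly6a was at -0.09 (edgeR adjusted p 0.92) and at 0.31 without 4-OHT replicate 3. Of 14151 genes tested in these organoids and in Rosa26-CreER crypts, 1835 were called in both, against 1065 by chance, and 1755 (95.6%) changed in the same direction.

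The second set separated deletion from 4-OHT, which all 12 libraries received. Flox/flox against flox/+ organoids gave 6660 of 14220 genes past the edgeR threshold, 3211 higher and 3449 lower. The named genes were S100a6 (log2 fold change 2.51 ± 0.51 SE, edgeR adjusted p 0.00285), Eda2r (2.49 ± 0.62, 0.00824), Mptx2 (-4.77 ± 0.73, 0.000518) and Akr1c14 (-4.43 ± 0.28, 2.47e-07). Mptx2 and Akr1c14 have close paralogs and are uncertain. Lgr5 changed by -0.85 ± 0.16 (edgeR adjusted p 0.00112), Olfm4 by -2.19 ± 0.18 (2.2e-06) and Lyz1 by -1.90 ± 0.15 (1.6e-06). Ly6a was at -0.59 and Clu at -0.81 (edgeR adjusted p 0.451 and 0.209). Of 13981 genes tested in both organoid sets, 3576 were called in both, against 2389 by chance, and 3540 (99%) changed in the same direction. Flox/flox against CreER-only organoids gave 6448 genes in edgeR, 3112 higher and 3336 lower. Celsr1 (log2 fold change 2.24 ± 0.12 SE, edgeR adjusted p 5.29e-09), Hs3st1 (1.91 ± 0.23, 2.73e-05), Mptx2 (-5.25 ± 0.73, 0.000298) and Akr1c14 (-4.29 ± 0.28, 3.29e-07) were named by the rule. Clu was at -1.81 ± 0.50 (edgeR adjusted p 0.0146), lower in flox/flox organoids.

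Flox/+ against CreER-only organoids, which asked what loss of 1 copy changes, gave 16 genes in edgeR, 7 higher and 9 lower, with 1481 at an unadjusted p under 0.05. Leaving out single libraries gave from 1 gene, without CreER-only replicate 3, to 32 genes, without flox/+ replicate 1. DESeq2 gave 145 genes and the fit without a low-count filter 60. Besides Eif4g2, the rule named Rps2-ps10 (log2 fold change 1.09 ± 0.18 SE, edgeR adjusted p 0.0297), Serhl (0.61 ± 0.11, 0.0482) and Cyp2c29 (-0.77 ± 0.10, 0.0146). Rps2-ps10 is a pseudogene and Serhl and Cyp2c29 have close paralogs, so all 3 are uncertain. Each also lost its call in edgeR when single libraries were left out, Rps2-ps10 in 6, Serhl in 7 and Cyp2c29 in 3 of 8 fits, with adjusted p without CreER-only replicate 3 of 0.106, 0.144 and 0.0531.

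In fetal spheroids, flox/flox cultures with 4-OHT against DMSO gave 2864 of 15032 genes in edgeR, 1355 higher and 1509 lower. With the 6 lines as a block in these 12 libraries alone the count was 4649. The named genes were Plau (log2 fold change 3.22 ± 0.62 SE, edgeR adjusted p 0.00123), Dse (2.68 ± 0.56, 0.00218) and Adh1 (-5.99 ± 1.54, 0.0101). Olfm4 was at -4.43 ± 2.24 (edgeR adjusted p 0.182), and at -4.74 with an adjusted p of 4.65e-05 with the line block. DESeq2 gave it an adjusted p of 0.0472. Lgr5 was at -2.26, Lyz1 at -1.59, Ly6a at 0.63 and Clu at -0.09 (edgeR adjusted p 0.0858, 0.597, 0.536 and 0.938). Flox/+ cultures with 4-OHT against DMSO gave 0 genes in edgeR, with 15 at an unadjusted p under 0.05, and 1 gene with the line block, Eif4g2 itself. The 15 were 0.0998% of the tested genes, far under what that threshold passes by chance. The count of 0 from this unpaired fit thus does not show an absence of change. Flox/flox against flox/+ cultures gave 1577 genes with 4-OHT in edgeR, 655 higher and 922 lower, and 880 when only these 11 libraries were fitted. Slc4a11 (log2 fold change 2.45 ± 0.53 SE, edgeR adjusted p 0.00518), Dse (2.20 ± 0.59, 0.0193) and Cfi (-4.86 ± 0.76, 0.000446) were named by the rule. With DMSO, before deletion, the genotypes differed in 0 genes in edgeR, with 1084 at an unadjusted p under 0.05, and in 2 genes in DESeq2. Of 14239 genes tested in the first organoid set and in flox/flox spheroids, 2164 were called in both, against 982 by chance, and 2154 (99.5%) changed in the same direction.

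The A-485 series asked what inhibition of p300 and CBP changes in organoids. The doses share their 4 DMSO libraries. In edgeR 2637 of 13724 genes passed at 3 µM (1482 higher, 1155 lower), 6804 at 5 µM (3355 higher, 3449 lower) and 8512 at 10 µM (4032 higher, 4480 lower). At 3 µM the named genes were Ly6d (log2 fold change 7.96 ± 0.60 SE, edgeR adjusted p 4.05e-07), Cav1 (6.89 ± 0.57, 5.69e-07), Defa30 (-4.62 ± 0.32, 7.98e-08) and Hsd17b13 (-3.94 ± 0.22, 2.26e-09). At 5 µM they were Ly6d (9.42 ± 0.62, edgeR adjusted p 1.4e-08), Psca (7.59 ± 0.57, 4.04e-08), Defa30 (-7.35 ± 0.38, 4.85e-10) and Cps1 (-7.15 ± 0.48, 1.48e-08). At 10 µM they were Ehd2 (8.56 ± 0.30, edgeR adjusted p 8.8e-13), Psca (7.82 ± 0.57, 9.51e-09), Cps1 (-11.90 ± 0.60, 2.49e-10) and Olfm4. Defa30 belongs to the near-identical defensins and is uncertain. Olfm4 had 5820 ± 553 CPM with DMSO (SD, n = 4) and 0 reads in the 4 libraries with 10 µM, at least 99900-fold lower. It changed by -2.84 ± 0.29 at 3 µM (edgeR adjusted p 1.98e-05) and by -6.95 ± 0.35 at 5 µM (5.73e-09). Lgr5 changed by -1.11, -2.15 and -4.84 at the 3 doses (edgeR adjusted p 0.00053, 1.05e-07 and 1.29e-11). Ly6a rose by 3.77, 4.44 and 3.79 (edgeR adjusted p 7.63e-07, 2.65e-08 and 3.62e-08), and Clu by 1.49, 1.46 and 1.44 (2.66e-05, 5.15e-06 and 2.77e-06). Alpi was at 0.15 and 0.18 at 3 and 5 µM (edgeR adjusted p 0.827 and 0.72) and at -4.08 at 10 µM (5.78e-07). Mki67 was at -0.40 at 3 µM (edgeR adjusted p 0.302) and changed by -1.76 at 5 µM and -2.41 at 10 µM (3.83e-05 and 8.19e-07). Of 13449 genes tested in the first organoid set and at 10 µM, 3697 were called in both, against 3113 by chance, and 3237 (87.6%) changed in the same direction.

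**Figure D3:**
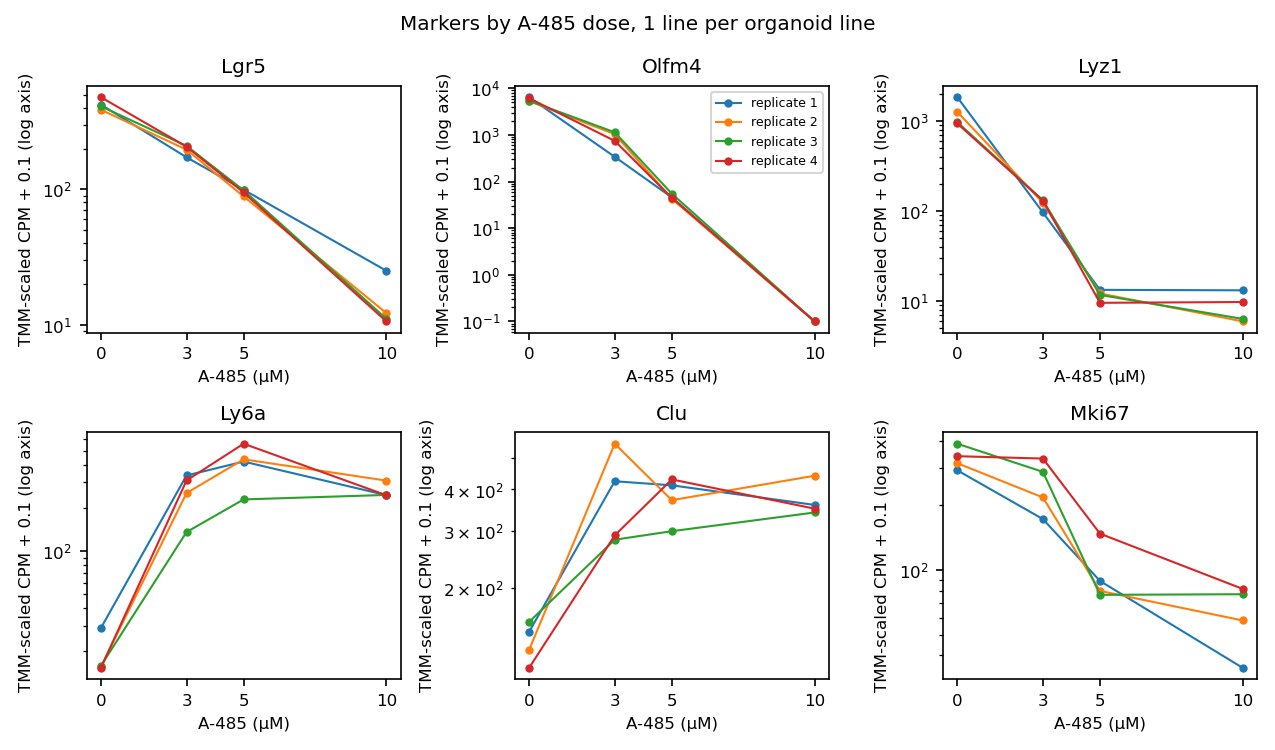
TMM-scaled CPM plus 0.1, on a log axis, of 6 marker genes against the A-485 dose in µM; each line joins the libraries of 1 of the 4 organoid lines. Olfm4 has 0 reads in the 4 libraries at 10 µM.

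The gene lists, fixed before the data were examined, were tested with limma's camera at a preset correlation of 0.01 in 9 comparisons. The stem list of 20 genes had a median log2 fold change of -1.30 in Rosa26-CreER crypts (adjusted p 5.68e-23 in limma's camera) and 19 of the 20 genes were lower. The alternative that moved this most was an estimated correlation, with an adjusted p of 0.0882. In edgeR 15 of its genes were lower over all genes, and 17 adjusted over the list alone. In Vil1-CreER crypts the median was -1.27 (limma adjusted p 6.66e-19), with 16 genes lower over all genes and 17 adjusted over the list alone. In villi it was -0.04 and 0.24 under the Rosa26 and Vil1 drivers (limma adjusted p 0.988 and 0.369). It was -0.90 in the first organoid set (limma adjusted p 1.09e-09), where 13 genes were lower and 1 higher by both adjustments. In flox/flox against flox/+ organoids it was -0.67 (limma adjusted p 3.07e-12), where 18 genes were lower over all genes and 20 adjusted over the list alone. At 10 µM A-485 it was -2.83 (limma adjusted p 2.2e-14), with 18 genes lower and 1 higher by both adjustments. In flox/flox spheroids it was -0.68 (limma adjusted p 0.0539), with 4 genes lower and 1 higher by both adjustments, and the adjusted p was 0.00894 without DMSO replicate 5, 0.0318 without DMSO replicate 4 and 0.0463 without 4-OHT replicate 4. That fit did not pair the lines. The mean of the list was lower with 4-OHT than with DMSO in every flox/flox line, from 4.46 to 3.89 log2 CPM in replicate 5 and from 6.38 to 4.82 in replicate 1. In flox/+ spheroids the median was -0.08 (limma adjusted p 0.357), with 0 genes called and adjusted p from 0.000458 without 4-OHT replicate 5 to 0.99 without 4-OHT replicate 2.

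The fetal-like list of 23 genes had a median of 1.49 in Rosa26-CreER crypts (limma adjusted p 2.48e-05), with 6 genes higher over all genes and 9 adjusted over the list alone. It was 1.73 in Vil1-CreER crypts (limma adjusted p 1.31e-16; 9 and 10 genes), 0.76 in Rosa26-CreER villi (0.12; 6 genes higher and 2 lower by both adjustments) and 1.18 in Vil1-CreER villi (0.000109; 9 and 10 genes higher and 3 lower by both). In the first organoid set it was 1.65 (limma adjusted p 1.94e-09; 18 genes over all genes and 19 adjusted over the list alone), and at 10 µM A-485 it was 3.53 (5.4e-11; 15 higher and 1 lower by both adjustments). Flox/flox against flox/+ organoids gave 0.75 (limma adjusted p 0.0164; 6 genes over all genes and 5 adjusted over the list alone), and an adjusted p of 0.114 without flox/flox replicate 3. The list was not tested against CreER-only organoids. Their list means, from 4.17 to 5.2 log2 CPM, lay within the range of flox/flox organoids (3.81 to 5.71), and flox/+ had 4.04 to 4.34. The rise is therefore shown against flox/+ only. Flox/flox spheroids gave 1.02 (limma adjusted p 6.35e-07; 7 genes over all genes and 9 adjusted over the list alone). Flox/+ spheroids gave 0.32 (limma adjusted p 5.64e-10), with 0 genes called over all genes or adjusted over the list alone, and an adjusted p of 0.44 without DMSO replicate 5. The immune and stromal lists had medians of 1.46 and 1.25 in Rosa26-CreER crypts, and of 0.97 and 0.78 in Vil1-CreER crypts. A change in the cell mix was therefore not separated from the fetal-like rise in crypts. In Rosa26-CreER crypts the fetal-like mean of homozygous replicate 5 (1.73 log2 CPM) lay within the heterozygous range (1.13 to 3.06).

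Of the 90 tests of 10 lists in 9 comparisons, 63 passed with limma's camera at the preset correlation, 54 with limma's fry and 5 with an estimated correlation. The 5 were the stem and Paneth lists at 10 µM A-485, the p53-target list in Rosa26-CreER crypts, the enteroendocrine list in Vil1-CreER crypts and the Paneth list in flox/flox against flox/+ organoids. Of the 8 secondary lists, goblet and enteroendocrine genes passed in 9 comparisons each at the preset correlation and in 8 with fry, with negative medians in all 9. Paneth genes passed in 7 comparisons by both tests, but 9 of the 18 are defensins that share reads, and enterocyte genes passed in 5 and 4. At 10 µM A-485 the Paneth median was -9.27, and -9.08 with its 8 genes at 0 reads set to their bound. Proliferation genes passed in 5 comparisons at the preset correlation and 4 with fry, p53 targets in 8 and 7, ATF4 targets in 3 and 2, and histone-modifier genes in 4 and 4. The proliferation call in the first organoid set and the ATF4-target call in flox/flox against flox/+ organoids were lost when single libraries were left out, with limma adjusted p of up to 0.173 and 0.0748. The p53-target medians were 0.45 in Rosa26-CreER crypts, 1.14 in Vil1-CreER crypts, 0.84 in the first organoid set and 0.70 in flox/flox against flox/+ organoids (limma adjusted p 5.2e-08, 1.09e-20, 2.2e-07 and 2.27e-07). In flox/+ spheroids, where 0 genes were called, 6 lists passed at the preset correlation and 0 with fry.

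**Figure D4:**
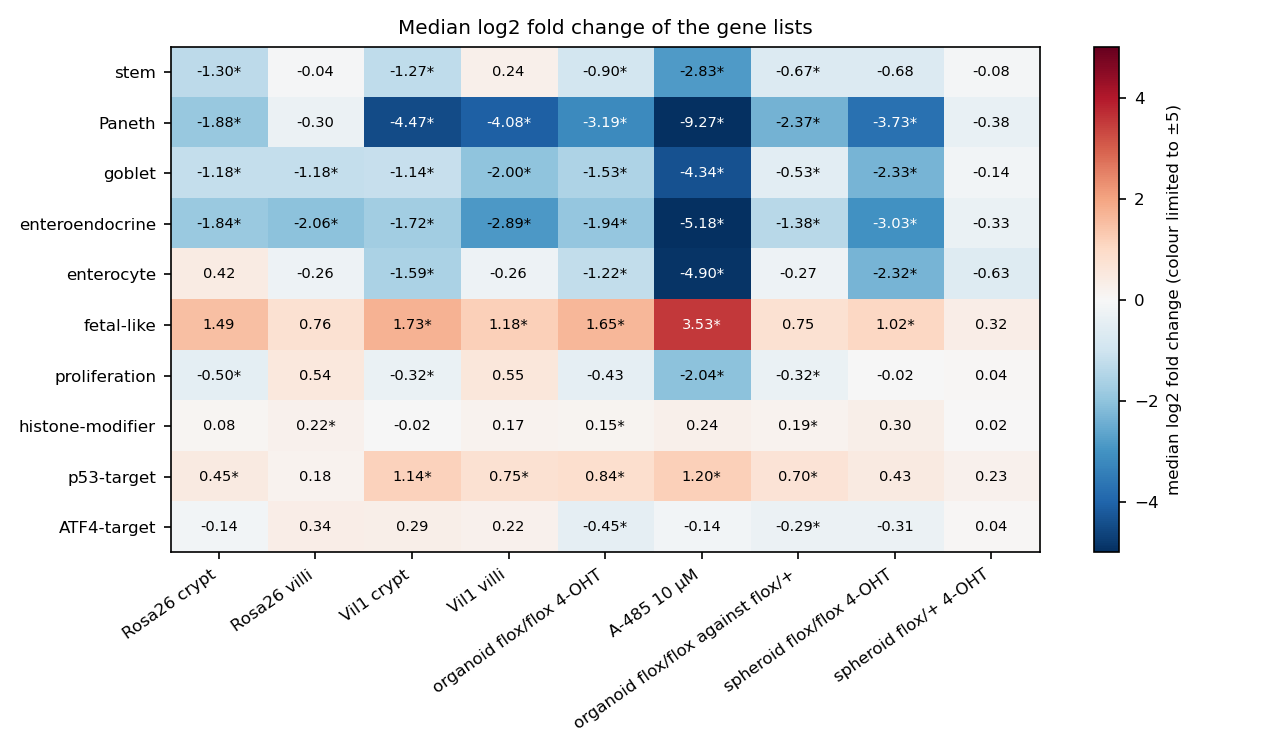
Median log2 fold change of the tested genes of each list (vertical axis) in each of 9 comparisons (horizontal axis); the colour scale stops at ±5 and an asterisk marks an adjusted p under 0.05 in both limma's camera at the preset correlation and fry. The stem medians are -1.30 and -1.27 in crypts and -0.04 and 0.24 in villi.

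The study's title names histone modifiers as targets of translation by eIF4G2, and RNA-seq reads their transcripts, not their translation. The list of 36 histone-modifier genes had medians of 0.08 and 0.22 in Rosa26-CreER crypts and villi (limma adjusted p 0.12 and 0.00363), -0.02 and 0.17 in Vil1-CreER crypts and villi (0.369 and 0.0599, the second 0.000535 with fry), and 0.15 in the first organoid set (0.00561). It had 0.24 at 10 µM A-485 (limma adjusted p 0.417), 0.19 in flox/flox against flox/+ organoids (0.000203) and 0.30 in flox/flox spheroids (0.00124, and 0.0744 with fry). The adjusted p was 0.0226 in Rosa26-CreER crypts without homozygous replicate 3, and in Vil1-CreER villi 0.0422 without heterozygous replicate 4 and 0.0473 without homozygous replicate 4.

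Ep300 (ENSMUSG00000055024; chromosome 15, 81585351 to 81652077) and Crebbp (ENSMUSG00000022521; chromosome 16, 4081328 to 4213997) encode p300 and CBP. The log2 fold changes of Ep300 were 0.88, 1.26, 0.67 and 0.98 in Rosa26-CreER crypts and villi and Vil1-CreER crypts and villi (edgeR adjusted p 0.00199, 0.000109, 0.000765 and 1.65e-05). They were 1.31 in the first organoid set, 1.52 against flox/+ and 1.41 against CreER-only organoids, and 1.28 in flox/flox spheroids (edgeR adjusted p 0.000203, 8.67e-10, 9.97e-10 and 0.00131). Crebbp changed by 0.99, 0.97, 0.54 and 0.84 in the tissue comparisons (edgeR adjusted p 0.0022, 6e-05, 0.00348 and 3.96e-05). In culture it changed by 1.19, 1.20, 0.93 and 1.39 (edgeR adjusted p 0.000338, 3.89e-09, 4.88e-08 and 0.0143). Between flox/flox and flox/+ spheroids with 4-OHT, Ep300 was at 0.94 and Crebbp at 1.00 (edgeR adjusted p 0.0247 and 0.119). Flox/+ against CreER-only organoids had -0.11 for Ep300 and -0.27 for Crebbp (edgeR adjusted p 0.578 and 0.136), and 0.028 for Crebbp in DESeq2. Under A-485, Ep300 was at 0.43, 0.84 and 0.94 at 3, 5 and 10 µM (edgeR adjusted p 0.0824, 0.000462 and 8.94e-05), and at 0.41 with an adjusted p of 0.00198 at 3 µM with the lines as a block. Crebbp was at 0.07, 0.32 and 0.33 (edgeR adjusted p 0.812, 0.106 and 0.0753). With the lines as a block the values at 5 and 10 µM had adjusted p of 0.0165 and 0.00973, and the value at 10 µM also passed without replicate 1 of that dose (0.042) or DMSO replicate 3 (0.0361). The Crebbp value at 3 µM was -0.04 without DMSO replicate 1. Kmt2d passed in edgeR in Vil1-CreER villi (0.56, adjusted p 0.00404), the first organoid set (0.61, 0.00261) and against flox/+ (0.65, 0.000167). Against CreER-only organoids it was at 0.33 (edgeR adjusted p 0.0174, and 0.0532 and 0.0511 without flox/flox replicate 4 and CreER-only replicate 1). It was at 0.51 in Rosa26-CreER crypts (edgeR adjusted p 0.126, and 0.0151 with the replicate block), 0.42 in Rosa26-CreER villi (0.0985), 0.14 in Vil1-CreER crypts (0.413) and 0.69 in flox/flox spheroids (0.148, and 0.0088 with the line block). Under A-485, Kmt2d was at 0.00, 0.42 and 0.24 at 3, 5 and 10 µM (edgeR adjusted p 0.99, 0.0416 and 0.22). The adjusted p at 5 µM was 0.0509 with DESeq2 size factors, 0.0559 in DESeq2 and up to 0.131 without DMSO replicate 1, and it was above 0.05 when any of 6 single libraries was left out.

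**Figure D5:**
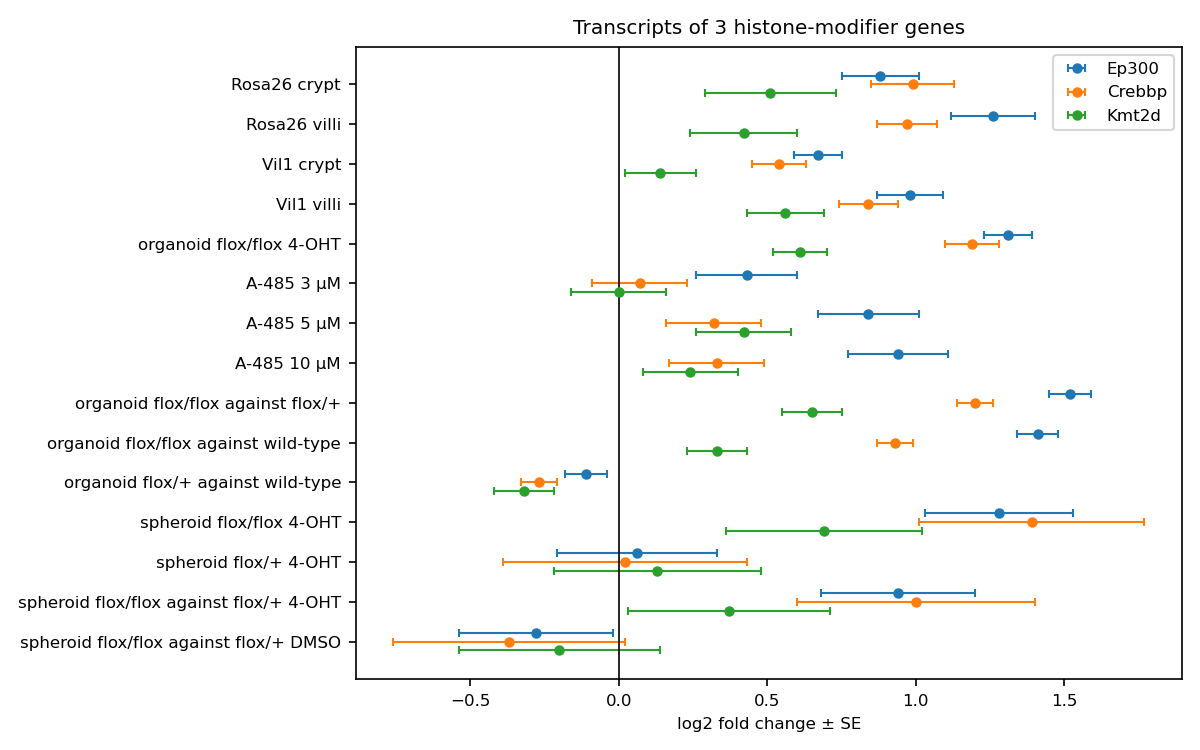
Log2 fold change ± SE of Ep300, Crebbp and Kmt2d in each of the 15 comparisons. Ep300 lies between 0.67 and 1.52 in the 9 comparisons of homozygous deletion against tissue, DMSO, flox/+ or CreER-only controls named in the text.

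Signatures of genes from one comparison were tested in others that shared no library with it. The crypt signature held the 200 raised and 200 lowered genes with the smallest p in Rosa26-CreER crypts. Its lowered genes had medians of -2.03 in Vil1-CreER crypts, -1.73 in the first organoid set, -1.30 in flox/flox against flox/+ organoids, -1.92 in flox/flox spheroids and -2.92 at 10 µM A-485. Its raised genes had medians of 1.24, 0.90, 0.84, 0.70 and 0.81. The largest of these 10 limma adjusted p was 1.08e-06 at the preset correlation, and with an estimated correlation, the alternative that moved them most, it was 0.016. The organoid signature, from the first organoid set, had medians of 0.85, 1.42 and 1.66 for raised and -1.19, -2.20 and -4.84 for lowered genes at 3, 5 and 10 µM A-485. Its limma adjusted p ran from 7.12e-43 to 2.09e-33 at 3 µM, and it passed with fry and with an estimated correlation at each dose.

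The fetal signature came from flox/+ spheroids with DMSO against CreER-only organoids with 4-OHT, so it holds treatment as well as developmental stage. Its raised and lowered genes had medians of 0.98 and -1.03 at 10 µM A-485 (limma adjusted p 1.21e-10 and 7.34e-09, and 0.0499 and 0.0272 with an estimated correlation). In the first organoid set they had 0.31 and -0.18 (limma adjusted p 0.000492 and 0.000227, and 0.203 and 0.0494 with fry). In flox/flox against flox/+ organoids they had 0.16 and -0.16 (limma adjusted p 0.0201 and 0.000262, and 0.0556 and 0.000197 with fry), and the raised genes had 0.113 without flox/flox replicate 3. In Rosa26-CreER crypts they had 0.15 and -0.02 (limma adjusted p 0.364 and 0.0194), the second being 0.08 without homozygous replicate 1 and 0.089 without homozygous replicate 4. In Vil1-CreER crypts they had 0.05 and -0.11 (limma adjusted p 0.422 and 0.0163). No call of the fetal signature in tissue or in the organoid deletion comparisons held with an estimated correlation.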

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

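In this part, the tests of depth, of low complexity, of the line in DMSO, of the crypts of the same animal, of the larger total, the criterion for the slope of a line and the other splits for the Rosa26-CreER interaction were chosen only after the result was seen. The complexity test counts genes with 10 or more reads in prospect and none found. Its criterion, more than 2 times the share in every other library of the group, was set after the values of the flox/+ organoids had been seen, the bound for arguing against it (a share at or under the median of the others) and the use of the 3 µM library for the mitochondrial share were set after all values had been seen, and A-485 was split by dose after a single pattern over the doses had failed.

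Dixon's ratio gave 9 flags in 108 tests of a measure within a group, with replicate 4 at 5 µM A-485 flagged by more than 1 measure. Eif4g2 levels are TMM-scaled CPM. Chance flags about 1 in 20 groups, so several of the 9 are within what chance gives.

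Replicate 4 of the flox/flox spheroids with 4-OHT had 13402 genes detected, against 17530 to 20000 in the others. Its total of 24.6 M (mega) counts was the highest of its group, which argues against lower depth. In that library 11.8% of genes with 10 or more reads in prospect had none, against at most 1.51% in the others, but this restates the few genes detected, so it cannot be told apart whether low complexity lies behind them. No biological explanation was tested.

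Replicate 4 of the A-485 series was set apart at each dose by some measure. Its Eif4g2 level was 1711 CPM at 3 µM (others 1140 to 1224) and 1419 CPM at 5 µM (others 1122 to 1159), and its mitochondrial share was 3.438% at 5 µM (others 2.267 to 2.459) and 3.227% at 10 µM (others 2.146 to 2.25). Eif4g2 was also high for its depth at 10 µM, though not flagged. Replicate 4 had 14689 such reads in 8.652 M counts there, against 17714 to 19692 in 13.57 to 14.64 M in the others. The same line in DMSO had 1182 CPM of Eif4g2, within the range of the other lines (1110 to 1238), which argues against a property of the line that is there without A-485 for Eif4g2. Its mitochondrial share in DMSO was 3.755%, the highest of the 4 lines (others 3.311 to 3.453), but at 3 µM its share was 1.81%, the lowest of the 4 lines (others 2.17 to 2.683). For that measure a property of the line cannot be told apart from chance, since these values go both ways and 1 of 4 lines is highest by chance. Low complexity may account for the high Eif4g2 level at 3 µM, where 5.42% of genes were missing against at most 0.911% in the others. This stays open, since at 5 µM replicate 1 had no high Eif4g2 level although 1.78% of genes were missing. At 10 µM the shares were 1.31% against at most 0.529%, but the library at 3 µM, with more genes missing, had the lowest mitochondrial share, so it cannot be told apart whether low complexity raised it at 10 µM. At 5 µM 1.54% were missing, against 1.78% in replicate 1 and 0.262% and 0.235% in the others, so low complexity cannot be told apart from the spread of that group, since 2 libraries were high. A response of this line to the inhibitor also stays open and was not tested.

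Replicate 1 of the heterozygous Vil1-CreER villi had 474.8 CPM of Eif4g2, against 357.1 to 369.9 in the others. The crypts of the same animal had 469.8 CPM, within the range of their group, which argues against less complete recombination in that animal. No other explanation was tested.

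Replicate 6 of the flox/flox spheroids with 4-OHT had 224.1 CPM of Eif4g2, against 84.94 to 118.6 in the others. If loss had been less complete in that culture, its changes should be smaller. Its slope on the mean change of the other lines was 0.851. Of the other 5 lines 1 had a smaller slope (0.531) and 4 had larger ones (0.882 to 1.21). Less complete loss therefore cannot be told apart from the spread between lines, since the slope is under 1 but not the smallest.

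Replicate 6 of the homozygous Vil1-CreER villi had 36.99 M (mega) counts, against 24.06 to 28.75 M in the others. Without it 5779 genes changed, against 6422, so the larger total did not decide the count. Replicate 1 of the flox/+ organoids in the second set had a stem list mean of 7.16 log2 CPM, against 7.32 to 7.34. Its share of missing genes was 0.0802%, against 0.0795% in the next library, so low complexity cannot be told apart from the spread of that group, the difference being too small.

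The effect of genotype differed between villi and crypts in 1904 genes in Rosa26-CreER mice (edgeR, 1102 higher and 802 lower in the villus effect) and in 2766 genes in Vil1-CreER mice (1672 and 1094). In 1 of the 100 splits of the Rosa26-CreER libraries and 1 of the 96 splits of the Vil1-CreER libraries, the real split, there were as many genes. The other splits gave at most 911 and 191. The Rosa26 count was 1079 without homozygous crypt replicate 4, 1162 without heterozygous crypt replicate 5, 1167 without heterozygous crypt replicate 2, 1234 without homozygous crypt replicate 3, 1252 without heterozygous villus replicate 5 and 3068 without homozygous crypt replicate 5. With animals as a block it was 777. The Vil1 count was 1456 without homozygous crypt replicate 1, 1636 without homozygous crypt replicate 2 and 1804 without heterozygous crypt replicate 1.

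The median difference of the stem list was 1.68 for Rosa26 and 1.76 for Vil1 (limma's camera adjusted p 5.88e-13 and 1.13e-10, fry 0.000451 and 0.00552, estimated correlation 0.064 and 0.196). By these medians the list fell further in crypts. With an estimated correlation neither difference passed, so this call too depends on the correlation assumed. In heterozygous villi 2 of the 20 stem genes had a mean under 10 reads in Rosa26-CreER mice, and 3 of the 20 in Vil1-CreER mice. This argues against too few reads to see a fall, but not against low stem cell expression in villi. In heterozygous Rosa26-CreER mice the list mean was 1.7 to 2.76 log2 CPM in villi and 6.35 to 6.91 in crypts. In heterozygous Vil1-CreER mice it was 1.75 to 2.86 and 6.3 to 6.46. That stem cells lie in crypts would give such low levels in villi. As the reason for the difference it stays open, untested. The fetal-like list had differences of -0.56 and -0.72 (limma adjusted p 0.00154 and 0.000213). With fry these were 0.129 and 0.0356, and with an estimated correlation 0.337 and 0.267, so the call depends on the correlation assumed. Eif4g2 itself had a difference of -0.62 in Rosa26-CreER mice (edgeR adjusted p 0.0163), a further fall in villi, and of -0.36 in Vil1-CreER mice (0.151, past no threshold). No explanation was tested.

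In spheroids the effect of 4-OHT differed between flox/flox and flox/+ cultures in 243 genes (edgeR, 97 higher and 146 lower, so 39.9% higher; 30% higher with DESeq2 size factors and 28.5% with the DESeq2 test). Of 50 splits 1, the real split, gave as many, and the others gave 0. The count was 131 without flox/+ 4-OHT replicate 3, 136 without flox/+ DMSO replicate 2, 143 without flox/+ DMSO replicate 4, 148 without flox/+ 4-OHT replicate 2, 150 without flox/+ 4-OHT replicate 4, 153 without flox/+ DMSO replicate 3, 154 without flox/flox 4-OHT replicate 2 or flox/flox DMSO replicate 1, 159 without flox/+ 4-OHT replicate 5 and 161 without flox/+ DMSO replicate 5. With lines as a block it was 2758. Eif4g2 differed by -2.01 (edgeR adjusted p 0.00425), as the genotypes would give. The fetal-like list differed by 0.66 (limma adjusted p 0.000314, fry 0.264, estimated correlation 0.365), and the stem list by -0.52 (0.0529).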

How the results depend on the processing

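In this part, the covariate for Y-linked transcripts was chosen only after the data were seen. The cause of a change was not tested unless a cause is named.

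With DESeq2 size factors all 18 counts of changed genes, from the 15 comparisons and 3 interactions, stayed within 1.5 times. Without the low-count filter 15 of 18 did. The count for flox/+ against CreER-only organoids became 60, the Rosa26 interaction 1221 and the spheroid interaction 123. With the DESeq2 test 14 of 18 did, and these 4 became 145 for flox/+ against CreER-only organoids, 2 between spheroid genotypes with DMSO, 2891 for the Rosa26 interaction and 572 for the spheroid interaction. The Y-linked covariate gave 2967 in Rosa26-CreER villi and left the other 3 tissue counts within 1.5 times. Fitting all organoid libraries of the table together gave 3079 for the first organoid set. Fitting only the 2 groups gave 880 between spheroid genotypes with 4-OHT, and 9 others stayed within 1.5 times. With lines as a block in the 2 groups alone, flox/flox spheroids with 4-OHT gave 4649 and flox/+ spheroids 1. With animals or lines nested in genotype, the Rosa26 interaction gave 777 and the spheroid interaction 2758. The replicate block gave 4 for flox/+ against CreER-only organoids, where the numbers do not pair. Apart from the values given in the report, the block changed no other call among the results named there where the numbers pair.

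Leaving out 1 library at a time gave from 1937 to 4732 genes in Rosa26-CreER crypts (lowest without heterozygous replicate 5, highest without homozygous replicate 5) and from 3223 to 5978 in Vil1-CreER crypts (lowest without homozygous replicate 1). Flox/+ against CreER-only organoids gave from 1 to 32, with 1 without CreER-only replicate 3 and 32 without flox/+ replicate 1. The interactions gave from 1079 to 3068 (Rosa26), from 1456 to 3425 (Vil1) and from 131 to 362 (spheroids). The other counts stayed within 1.5 times in these fits, which leave fewer libraries.

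With an estimated correlation 12 of 18 camera tests of the 2 primary lists were no longer past the threshold. The stem list then had 0.0882 in Rosa26-CreER crypts, 0.0672 in Vil1-CreER crypts, 0.0672 in the first organoid set and 0.0882 for flox/flox against flox/+ organoids. The fetal-like list had 0.368 in Rosa26-CreER crypts, 0.101 in Vil1-CreER crypts, 0.27 in Vil1-CreER villi, 0.359 in the first organoid set, 0.102 at 10 µM A-485, 0.624 for flox/flox against flox/+ organoids, 0.338 in flox/flox and 0.231 in flox/+ spheroids. With fry the fetal-like list had 0.0511 in Rosa26-CreER crypts, 0.105 for flox/flox against flox/+ organoids and 0.467 in flox/+ spheroids. Without the low-count filter it passed in Rosa26-CreER villi (0.0252), and the stem list passed in flox/flox spheroids (0.0238). The stem list in Rosa26-CreER villi changed direction with fry (0.812) and with size factors (0.994), and the proliferation list in flox/+ spheroids without the filter (0.998) and with the block (0.9). These 4 values were past no threshold in either direction.

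Of the secondary lists, 46 of 72 tests were weaker with an estimated correlation. With fry 8 were weaker and 2 stronger, without the filter 3 weaker and 6 stronger, with size factors 1 stronger, and with the block 1 weaker and 3 stronger.

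Leaving out 1 library gave adjusted p from 0.694 to 0.963 for the stem list in Rosa26-CreER villi, from 0.00894 to 0.209 in flox/flox spheroids and from 0.000458 to 0.99 in flox/+ spheroids. For the fetal-like list it gave from 0.00012 to 0.114 in flox/flox against flox/+ organoids and from 2.08e-17 to 0.44 in flox/+ spheroids. In flox/+ spheroids it also gave from 0.000962 to 0.976 for Paneth, from 1.9e-08 to 0.874 for enteroendocrine, from 6.59e-09 to 0.965 for enterocyte, from 0.0457 to 0.99 for proliferation and from 0.00561 to 0.826 for histone-modifier genes. It gave from 0.0531 to 0.902 for enterocyte genes in Rosa26-CreER crypts and from 0.648 to 0.988 for ATF4 targets in Vil1-CreER villi. In each of these, except the fetal-like list and the stem list in flox/flox spheroids, the direction changed in at least 1 fit.

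For the fetal signature, the estimated correlation gave 0.524 and 0.276 for raised and lowered genes in flox/flox against flox/+ organoids, 0.647 and 0.521 in the first organoid set, and 0.521 and 0.524 for lowered genes in Rosa26-CreER and Vil1-CreER crypts. Fry gave 0.0556 and 0.203 for raised genes in flox/flox against flox/+ organoids and in the first organoid set. The top 100 genes gave 0.0919 for raised genes in flox/flox against flox/+ organoids, 0.055 and 0.183 for lowered genes in Rosa26-CreER and Vil1-CreER crypts, and a change of direction for raised genes in Vil1-CreER crypts (0.894). The top 500 gave 0.127 for lowered genes in Rosa26-CreER crypts. Leaving out 1 library gave from 0.00202 to 0.113 for raised genes in flox/flox against flox/+ organoids and from 0.000856 to 0.089 for lowered genes in Rosa26-CreER crypts. The crypt and organoid signatures kept their direction and their side of the threshold under each alternative run.

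Of 156 values of single genes, size factors changed 2, Kmt2d at 5 µM A-485 (no longer past the threshold) and Kmt2d at 3 µM. Kmt2d at 3 µM was at 0.00 and had -0.02 with size factors, -0.00 without the filter, -0.01 with the block and -0.01 with the DESeq2 test. Leaving out 1 library turned the direction of Eif4g2 at 5 µM A-485 (from -0.05 to 0.06) and between spheroid genotypes with DMSO (from -0.13 to 0.10), of Ly6a in the first organoid set (from -0.67 to 0.31) of Crebbp at 3 µM A-485 (from -0.04 to 0.17) and of Kmt2d at 3 µM A-485 (from -0.10 to 0.16). Over 1321 such fits 37 were weaker and 8 stronger. The DESeq2 test made 4 stronger and 1 weaker, and no filter made 2 weaker and 1 stronger. In flox/+ against CreER-only organoids the replicate block, where numbers do not pair, gave adjusted p of 0.0618 for Rps2-ps10 and 0.135 for Serhl.

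In the simulated data 4% of genes changed by a log2 value of 1 were recovered in the spheroid interaction. What limits that share was not tested.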

Other observations

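In this part, the tests of sex, of the stem list against the pan-epithelial list, of long transcripts as a part of the rise, of 4-OHT with active CreER in whole and in part, of the preset correlation, of homozygous crypt replicate 5, of acetyltransferase activity, and the other splits for Rosa26-CreER crypts and villi and Vil1-CreER crypts were chosen only after the result was seen.

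Other splits of the libraries were refitted to see how often they gave as many genes. In Rosa26-CreER crypts, Rosa26-CreER villi and Vil1-CreER villi 1 of 100 splits each did so, and in Vil1-CreER crypts 1 of 35, in each case the real split. The largest other counts were 1, 84, 770 and 1189. In each of the 3 A-485 doses and the 3 comparisons of the second organoid set 1 of 35 splits did so. In flox/flox spheroids with 4-OHT against DMSO, and between spheroid genotypes with 4-OHT, 1 of 50 did so. In the first organoid set 1 of 10 splits did so, which the 6 libraries cannot bring under 0.1. In flox/+ spheroids with 4-OHT against DMSO, and between spheroid genotypes with DMSO, the real count was 0, so 50 of 50 splits gave as many. The real unadjusted counts were 15 and 1084. The largest other counts were 1985 and 2, so differences between lines alone can give many calls in the unpaired flox/+ fit. Among splits that part as many line pairs, 1 of 4 in the first organoid set, 1 of 8 at each A-485 dose, 1 of 32 in flox/flox spheroids (others at most 250 genes) and 16 of 16 in flox/+ spheroids gave as many.

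The heterozygous Rosa26-CreER animals all carried Y-linked transcripts and most homozygous ones did not, so sex may account for part of the changes there. With a covariate for these transcripts 48.2% of the genes called in crypts stayed called in the same direction. The test counted at most 50% for sex as an explanation, so on that test sex remains a candidate explanation in crypts. The covariate is itself partly confounded with genotype, which lowers that share too. In villi 60.8% stayed called, which argues against sex as the whole explanation. A second test was added after the crypt result had been seen. It asked for genes called in the same direction under Vil1-CreER, where both groups hold animals of both kinds. There were 1958 in crypts, where 984 genes were called in both by chance, and 2996 in villi, where chance gave 1956. This argues against sex for those genes only. For the genes called under Rosa26-CreER alone, sex and genotype were not separated.

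A smaller share of epithelial cells could lower the stem list. The pan-epithelial list had medians of -0.05 and -0.08 in Rosa26-CreER and Vil1-CreER crypts (limma adjusted p 0.347 and 0.659), against -1.30 and -1.27 for the stem list. A scaling that centres mostly epithelial libraries would itself hold the pan-epithelial median near 0, so the lists were set against each other, which no scaling moves. The stem median less the pan-epithelial one was -1.25 and -1.19 (rank-sum p 1.69e-07 and 5.83e-06, with the genes taken as independent), and 19 and 18 of the 20 stem genes were under the pan-epithelial median. This argues against a smaller epithelial share as the whole explanation, and a part of it stays open. Its medians were 0.37 and 0.44 in villi (limma adjusted p 0.00214 and 0.0161). All 20 of its genes were above 1 CPM in each of the 4 tissue comparisons. The immune list rose in Rosa26-CreER crypts by a median of 1.46 (limma adjusted p 0.0144) and the stromal list by 1.25 (0.0428), as more lamina propria cells would give. With fry both had 0.343 and with an estimated correlation 0.684, so this is a hypothesis that rests on the preset correlation. In Vil1-CreER crypts the stromal median was 0.78 (limma adjusted p 0.0369) and the immune median 0.97 (0.103), so more lamina propria cells cannot be told apart from no change, since the immune list did not pass. In villi the immune list had medians of -1.10 and -1.67 (limma adjusted p 0.00141 and 0.000474). With fry these were 0.0609 and 0.0158 and with an estimated correlation 0.586 for both, so a fall there also rests on the preset correlation, except with fry under Vil1-CreER. In the same comparisons the stromal list had 0.08 and 1.72 (0.214 for both). Of the 24 immune genes all were above 1 CPM in crypts, and 22 and 23 in Rosa26-CreER and Vil1-CreER villi. Of the 20 stromal genes 16 and 14 were in Rosa26-CreER crypts and villi and 11 and 6 in Vil1-CreER crypts and villi.

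Scd1 was among the largest rises in Rosa26-CreER villi, and may belong to a rise of sterol synthesis genes as a set. The sterol synthesis list, which does not hold Scd1, had medians of 1.31 and 1.84 in Rosa26-CreER and Vil1-CreER villi (limma adjusted p 6.42e-07 and 1.36e-13, fry 0.0246 and 0.00201). With an estimated correlation, the test chosen, the adjusted p was 0.546 for both, so the question stays open because the tests differ. In crypts the medians were 0.66 and 0.79 (limma adjusted p 2.72e-06 and 1.04e-07, fry 0.0583 and 0.00823, estimated correlation 0.586 and 0.546), so the tests differ there too. All 20 genes were above 1 CPM in each comparison.

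The p53-target list could have risen in the first organoid set through 4-OHT and active CreER alone. It also rose between flox/flox and flox/+ organoids, both with 4-OHT (limma adjusted p 2.27e-07, fry 0.000614, estimated correlation 0.287), with a median of 0.70 and 18 of 18 genes higher, which argues against that as the whole explanation. It also rose in flox/+ spheroids with 4-OHT against DMSO, with a median of 0.23 and 17 of 18 genes higher (limma adjusted p 4.21e-08, and 0.227 without DMSO replicate 5). With fry this was 0.403 and with an estimated correlation 0.196, so a part played by 4-OHT and active CreER cannot be told apart from no effect, since the tests differ. These tests also did not pair the lines. The mean of the p53-target list was higher with 4-OHT in each line except replicate 3 (7.17 log2 CPM with DMSO and 7.15 with 4-OHT). The fetal-like list passed in flox/+ spheroids although 0 genes were called there (15 at an unadjusted p under 0.05). A first test asked how many of the 16 swaps of DMSO and 4-OHT within lines gave a p as small, and only the real one did (1.25e-10, smallest other 3.08e-10), but 16 swaps cannot give a share under 0.05. A second count, 10 of the 16 swaps with a p under 0.05, decides nothing either, since a swap of 1 line leaves most of a real effect in place. Too small a preset correlation between the genes thus cannot be told apart from a rise of the list. The call was lost with fry (0.467), with an estimated correlation (0.231) and without DMSO replicate 5 (0.44). Those fits did not pair the lines, although same-numbered libraries correlated from 0.609 to 0.916, so losing the call there cannot decide. The mean of the list in log2 CPM was higher with 4-OHT in all 5 lines. By replicate it went from 6.88 to 7.44, 7.33 to 7.6, 7.43 to 7.45, 6 to 6.71 and 4.84 to 5.46. The list test with the lines as a block in flox/+ spheroids alone is not reported here.

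In Rosa26-CreER crypts the count rose from 3198 to 4732 without homozygous replicate 5. Its Eif4g2 level of 98.3 CPM was the highest of its group, but replicate 3 had 95.02, so less complete loss of Eif4g2 cannot be told apart from the spread between animals. That criterion, a gap of over 1 SD, was set after the values had been seen. Its list means in log2 CPM were the nearest of its group to heterozygous crypts for 3 lists. These were stem (5.45, others 4.52 to 5.2), Paneth (6.37, others 4.43 to 5.64) and fetal-like genes (1.73, others 3.74 to 4.39). The p53-target mean went the other way (4.66, others 4.51 to 4.64). A milder change in that animal thus also stays open. In that library 1.67% of genes with 10 or more reads in prospect had none, against at most 0.22% in the others, so low complexity is a candidate explanation. A larger share of mitochondrial transcripts could also have moved the counts in crypts through the scaling. With the mitochondrial genes left out before scaling the counts were 3050 and 4919 in Rosa26-CreER and Vil1-CreER crypts, which argues against that. Whether what lies behind the larger share also changed other transcripts was not tested, and this fit cannot tell.

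Ep300 and Crebbp have long transcripts, which could rise as a class. Of the 300 genes nearest in length and of like level, 0.333% rose as far as Ep300 and 0.333% as far as Crebbp between flox/flox and flox/+ organoids, which argues against that as the whole explanation. The medians of these genes were 0.17 and 0.19, against 0.01 and 0.04 for the other genes of like level (rank-sum p 1.06e-11 and 3.09e-10, with the genes taken as independent), so a rise with length may account for a part. Whether it also enters the histone-modifier median of 0.19 in that comparison was not tested. Another hypothesis is that less acetyltransferase activity raises both transcripts. Under 10 µM A-485 Ep300 rose by 0.94 (edgeR adjusted p 8.94e-05), while Crebbp, at 0.33, had an adjusted p of 0.0753. With the lines, which these libraries share, as a block, Crebbp passed at 5 and 10 µM (0.0165 and 0.00973). For Crebbp the hypothesis stays open, since the 2 fits differ.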
